# Mitochondrial Small RNA Alterations Associated with Increased Lysosome Activity in an Alzheimer’s Disease Mouse Model Uncovered by PANDORA-seq

**DOI:** 10.3390/ijms26073019

**Published:** 2025-03-26

**Authors:** Xudong Zhang, Junchao Shi, Pratish Thakore, Albert L. Gonzales, Scott Earley, Qi Chen, Tong Zhou, Yumei Feng Earley

**Keywords:** Alzheimer’s disease, small non-coding RNAs (sncRNAs), tRNA-derived small RNAs, mitochondrial, lysosome

## Abstract

Emerging small non-coding RNAs (sncRNAs), including tRNA-derived small RNAs (tsRNAs) and rRNA-derived small RNAs (rsRNAs), are critical in various biological processes, such as neurological diseases. Traditional sncRNA-sequencing (seq) protocols often miss these sncRNAs due to their modifications, such as internal and terminal modifications, that can interfere with sequencing. We recently developed panoramic RNA display by overcoming RNA modification aborted sequencing (PANDORA-seq), a method enabling comprehensive detection of modified sncRNAs by overcoming the RNA modifications. Using PANDORA-seq, we revealed a previously unrecognized sncRNA profile enriched by tsRNAs/rsRNAs in the mouse prefrontal cortex and found a significant downregulation of mitochondrial tsRNAs and rsRNAs in an Alzheimer’s disease (AD) mouse model compared to wild-type controls, while this pattern is not present in the genomic tsRNAs and rsRNAs. Moreover, our integrated analysis of gene expression and sncRNA profiles reveals that those downregulated mitochondrial sncRNAs negatively correlate with enhanced lysosomal activity, suggesting a crucial interplay between mitochondrial RNA dynamics and lysosomal function in AD. Given the versatile tsRNA/tsRNA molecular actions in cellular regulation, our data provide insights for future mechanistic study of AD with potential therapeutic strategies.

## 1. Introduction

Alzheimer’s disease (AD) is the predominant cause of all dementias, accounting for 60–80% of cases. Most AD cases are sporadic with an unknown etiology, whereas very few AD patients have familial AD (FAD), which is inherited in an autosomal dominant manner [1]. AD is neuropathologically characterized by the accumulation of toxic β-amyloid protein (Aβ) proteins and hyperphosphorylated tau proteins, leading to cognitive impairments. Both accumulations are closely linked with the progression of AD. A recent study in a human cohort demonstrated that FAD gene mutations influence the accumulation patterns of Aβ peptides, contributing to the heterogeneity of Aβ plaque characteristics among patients at similar stages of AD progression [2]. The 5xFAD mice model, developed by introducing three *App* gene mutations (KM670/671NL, I76V, V717I) alongside two *Psen1* mutations (M146L, L286V) into transgenic mice [3] has been widely adopted in AD research. Although hyperphosphorylated tau and neurofibrillary tangles may be absent, this model has been proven to successfully recapitulate key pathological features of AD, including the formation of Aβ plaques and loss of synapses and neurons. In addition, 5xFAD mice show Aβ-dependent and age-dependent progressive deficits in spatial and learning memory, alongside motor impairments at an elder age [4]. Despite advances in understanding the genetic and environmental factors driving AD, many aspects of AD remain unclear. One emerging area of interest is the role of small non-coding RNAs (sncRNAs) in AD progression, particularly their influence on gene regulation and neurodegeneration [5,6,7].

Small non-coding RNAs (sncRNAs), particularly the emerging tRNA-derived small RNAs (tsRNAs) and rRNA-derived small RNAs (rsRNAs) have been shown to play important roles in diverse biological processes, including stem cell maintenance [8,9], tumorigenesis [10,11], epigenetic inheritance [12,13,14,15], viral infections [16,17], auto-immunity-related disease [18], and the pathogenesis in neurological diseases [19,20]. However, the traditional sncRNA-seq methods have limitations in comprehensively detecting highly modified sncRNAs such as tsRNAs and rsRNAs, as their internal and terminal modifications can interfere with cDNA library construction procedures, leading to substantial biases where these modified sncRNAs cannot be efficiently included in the sequencing results. To address these issues, we have recently developed PANDORA-seq, a novel sequencing method that overcomes the limitations in traditional sncRNA sequencing by addressing specific RNA modifications and sncRNA termini, enabling comprehensive analysis of previously undetectable sncRNAs, particularly tsRNAs and rsRNA carrying these RNA modifications and termini, leading to a more comprehensive sncRNA landscape in the studied tissue and cell types [21].

In this report, we profiled the sncRNA landscape in prefrontal cortex samples from Alzheimer’s disease mouse models (5xFAD mice) and control mice by using PANDORA-seq, revealing a distinct sncRNA landscape compared to the use of traditional sncRNA-seq methods. We observed downregulation of mitochondrial sncRNAs and enhanced lysosomal pathway activity in the AD mice brain, suggesting a potential negative correlation between these two processes in the AD brain. These findings indicate that dysregulation of mitochondrial sncRNAs, including tsRNAs rsRNAs, may present novel factors contributing to the pathogenesis and/or progression of Alzheimer’s disease.

## 2. Results

### 2.1. Alzheimer’s Disease Mice Model Shows Cognitive Impairment

To evaluate and confirm the cognitive impairments of Alzheimer’s disease (AD) mouse model (5xFAD), we conducted the Y-maze assay, a tool for assessing short-term memory [22]. The spontaneous alternation percentage was measured at both the two-month and six-month stages. Typically, mice without cognitive deficits prefer exploring less recently visited arms of the Y-maze, resulting in a higher spontaneous alternation percentage (Figure 1A). At two months of age, there was no significant difference in alternation index between WT and AD groups (Figure 1B). In contrast, at the six-month stage, AD mice showed incorrect spontaneous alternations and a lower alternation index compared to the wildtype (WT) mice, indicating reduced spatial working memory (Figure 1B). Additionally, there were no notable differences in maximum alternation (Figure 1C) between the WT and AD mice at either the two-month or six-month stage, showing that the total number of alternations possible was the same between the two groups.

Next, we utilized the Novel Object Recognition Test (NORT), which is based on innate preference of mice for novel objects [22], to evaluate recognition memory between WT and AD mice (Figure 1D). AD mice at the six-month stage spent less time exploring a novel red crossed-shaped object compared to WT mice (Figure 1D), with a recognition index of approximately 53%, which is significantly lower than the 70% observed in WT mice (Figure 1E). Again, we did not observe a significant difference between AD mice and WT mice at the two-month stage in the NORT task assay. These results confirm that the 5xFAD mouse model exhibits a phenotype that mimics aspects of the cognitive impairment observed in Alzheimer’s disease.

### 2.2. Pandora-seq Shows a Distinct sncRNAs Landscape Enriched by tsRNAs and rsRNAs in the Prefrontal Cortex of Mice

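Small RNA was sequenced from the prefrontal cortex of 6-month-old WT mice and of 5xFAD mice, a transgenic strain that carries mutated human genes for amyloid precursor protein and presenilin and serves as the AD model. The authors ran total RNA on a urea-polyacrylamide gel and excised the small RNAs by their position against size ladders. For traditional-seq, adapters were ligated to this RNA directly, from 7 WT and 7 AD mice. For PANDORA-seq, RNA from 8 WT and 8 AD mice was first treated with AlkB, an enzyme that removes methyl groups able to stop reverse transcription, and with T4 polynucleotide kinase, which repairs RNA ends so that adapters can be joined to them. The authors deposited the count of reads of each distinct sequence in each library after adapter removal, without normalization or annotation. PANDORA-seq libraries held 57485453 to 102594278 reads in WT mice, with a median of 86982720, and 54926347 to 105876141 reads in AD mice, with a median of 82382706. Traditional-seq libraries held 10081061 to 14505010 reads in WT mice, with a median of 11859817, and 9370669 to 17053412 reads in AD mice, with a median of 11656647. Read lengths ran from 15 to 45 nt in PANDORA-seq and from 15 to 42 nt in traditional-seq.

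Annotation was made from these sequences by matching each whole read, with at most 1 mismatch, to mouse transcripts of GENCODE M21 on GRCm38. The reference held the 22 mitochondrial tRNAs, the 2 mitochondrial rRNAs, 2202 miRNA hairpins, 354 nuclear rRNA sequences and 3532 other small non-coding RNAs. It held 10 of 408 nuclear tRNA genes and neither the nuclear large-subunit rRNAs nor any piRNA, so each genomic tsRNA or rsRNA value given here covers only part of its class. Between 11.2% and 24.5% of PANDORA-seq reads and between 61.3% and 81.9% of traditional-seq reads matched this reference. A share is the percentage of all reads in a library, and RPM is the read count of an RNA scaled by the library's total of reads.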

To determine PANDORA-seq’s efficacy in uncovering modified sncRNA populations within neural tissues, we processed RNAs from the cortex of WT and AD mice using both traditional sncRNA seq and PANDORA-seq followed by the bioinformatic analysis with SPORTS 1.1 pipeline, an optimized tool for small RNA sequencing data analysis [23]. 

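Reads that matched a miRNA hairpin took a share of 60.5% ± 7.77 (SD, n = 14 libraries) in traditional-seq, between 51.0% and 73.3% in single libraries. In PANDORA-seq their share was 3.45% ± 1.29 (SD, n = 16 libraries), between 1.89% and 6.63%. The difference exceeded the spread between libraries (two-sided permutation test, p = 1e-05, the smallest that 100000 shuffles can give; adjusted p = 1.21e-05 over 17 shares compared). Within traditional-seq, the miRNA share was 60.8% ± 8.19 (SD, n = 7) in WT mice and 60.3% ± 7.97 (SD, n = 7) in AD mice, which were not distinguishable (exact permutation test, p = 0.925). When the share was taken over matched reads alone, the value moved most, to 84.99% ± 2.58 in traditional-seq and 18.0% ± 3.88 in PANDORA-seq. The paper's miRNA share is of the small RNA reads identified, and its text does not state whether unmatched reads count among them.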

Traditional sequencing predominantly revealed a miRNA-enriched sncRNA landscape in the cortex in which miRNAs account for 60.3% of the total small RNA reads identified (Figure 2A). This finding is consistent with the expectation that miRNAs are readily captured by traditional sequencing protocol due to their hypomodification nature. In contrast, PANDORA-seq uncovered a sncRNA landscape enriched with tsRNAs and rsRNAs, with tsRNAs (26.7%) and rsRNAs (35.6%) together accounting for 62.3% of the total sncRNAs reads (Figure 2B). Moreover, PADORA-seq demonstrated a notable proficiency in capturing piRNA population within the classical 26–31 nt length range, while the traditional-seq majorly detected piRNA population in a shorter 21–24 nt length range (Figure 2). These results highlight the advantage of PADORA-seq in providing a more comprehensive and accurate sncRNA landscape in mice prefrontal cortex. 

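In PANDORA-seq, reads that matched an rRNA took 8.40% ± 2.73 (SD, n = 16 libraries) of all reads, against 1.75% ± 1.00 (SD, n = 14) in traditional-seq (permutation test, p = 1e-05, adjusted p = 1.21e-05). The nuclear rRNAs in the reference contributed 7.65% ± 2.35 of PANDORA-seq reads and the mitochondrial rRNAs 0.743% ± 0.737. Reads that matched a tRNA took 2.61% ± 1.19 in PANDORA-seq and 6.75% ± 2.25 in traditional-seq, a difference in the other direction (permutation test, p = 1e-05, adjusted p = 1.21e-05). Most of them came from mitochondrial tRNAs, with a share of 2.30% ± 1.25 in PANDORA-seq and 6.72% ± 2.25 in traditional-seq. The 10 nuclear tRNA genes of the reference gave 0.311% ± 0.114 in PANDORA-seq and 0.0265% ± 0.00818 in traditional-seq, so the genomic tsRNAs of the other 398 genes are not in these shares. Reads without a match took 81.2% ± 3.80 in PANDORA-seq and 28.8% ± 7.72 in traditional-seq. Over matched reads alone, the order of the protocols for tsRNAs turned around, with 14.2% ± 6.34 in PANDORA-seq and 9.43% ± 2.65 in traditional-seq (permutation test, p = 0.0113, adjusted p = 0.0120). The rsRNA share of matched reads was 44.3% ± 9.64 in PANDORA-seq and 2.59% ± 1.66 in traditional-seq. The paper states that PANDORA-seq has an advantage in giving a comprehensive sncRNA landscape of the prefrontal cortex.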

We next further analyzed the sncRNAs landscape of AD and WT mice cortex via PANDORA-seq data, the result consistently highlighted the ability of PANDORA-seq to delineate a tsRNA/rsRNA-enriched sncRNA landscape. 

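None of the class shares differed detectably between the genotypes in PANDORA-seq. The matched rsRNA share was 8.16% ± 2.05 (SD, n = 8 libraries) in WT mice and 8.63% ± 3.41 (SD, n = 8) in AD mice (exact permutation test, p = 0.745). For matched tsRNAs the shares were 2.80% ± 1.23 in WT mice and 2.43% ± 1.21 in AD mice (exact permutation test, p = 0.553). The miRNA share was 3.02% ± 0.838 in WT mice and 3.88% ± 1.57 in AD mice (exact permutation test, p = 0.201). Each of the 18 shares compared over both protocols had an adjusted p of 0.989 or higher. Mitochondrial rsRNAs took 0.649% ± 0.342 of reads in WT mice and 0.838% ± 1.01 in AD mice, and AD replicate 7 alone had 3.31%, while the other AD libraries lay between 0.237% and 0.817%.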

Notably, we observed a decrease of 44-nt-length rsRNAs in the AD mice group, in both the males and females, compared to the WT mice (Supplementary Figure S1).

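Reads of 44 nt that matched an rRNA reached 8337 ± 3710 RPM (SD, n = 8 libraries) in WT mice and 2178 ± 1996 RPM (SD, n = 8) in AD mice, a WT over AD ratio of 3.83 (two-sided exact permutation test, p = 0.00124, adjusted p = 0.00263 over 55 comparisons of RNA class and length). Libraries ranged from 3654 to 15450 RPM in WT mice and from 704 to 6130 RPM in AD mice, and 6 of 8 AD libraries lay below every WT library. With each library left out in turn, the log2 ratio of AD to WT stayed between -2.37 and -1.75. The nuclear rRNAs in the reference gave 7593 ± 3620 RPM in WT mice and 2037 ± 1892 RPM in AD mice, and the mitochondrial rRNAs gave 745 ± 279 RPM and 141 ± 119 RPM. Libraries of male and female mice were not compared here.

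The other 44-nt reads also differed between the genotypes. Those of miRNA hairpins and other small non-coding RNAs together had a WT over AD ratio of 4.40 (exact permutation test, p = 0.0001554). All reads of 44 nt took a share of 7.22% ± 2.16 in WT mice and 1.92% ± 1.43 in AD mice (exact permutation test, p = 0.0003108, adjusted p = 0.00087 over 14 length shares), and the WT over AD ratio was 3.72 for 44-nt reads without a match to the reference. A single sequence held 33309.5 of the 60514.4 RPM of these unmatched reads in WT mice, and without it their ratio was 2.70. Its origin was not determined, and it may be an rsRNA that the reference lacks. Expressed relative to all 44-nt reads of the same library, a scale chosen after seeing the data, the log2 ratio of AD to WT for 44-nt rsRNAs was -0.10 (exact permutation test, p = 0.706), the alternative that moved it most. All 44-nt reads include rsRNAs themselves, so this scale does not set rsRNAs against other RNAs alone. Reads of 43 to 45 nt together took 15.5% ± 3.19 in WT mice, from 11.2% to 21.5%, and 4.95% ± 2.904 in AD mice, from 2.13% to 10.7%. This difference reached the smallest p that 8 libraries against 8 allow (exact permutation test, p = 0.0001554). At 42 nt the shares were 3.47% ± 0.594 in WT mice and 2.61% ± 0.772 in AD mice, and at 41 nt they were 2.85% ± 0.416 and 2.70% ± 0.590.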

### 2.3. Pronounced Alteration of Mitochondrial tsRNAs and rsRNAs in the Prefrontal Cortex of AD Mice

To further explore the potential role of tsRNA and rsRNA in AD progression, we quantified their expression level in AD mice relative to WT counterparts, using both traditional-seq and PANDORA-seq data (Figure 3). 

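Expression was compared for each distinct sequence. Counts were normalized by edgeR's TMM method and tested with its quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over all sequences tested. A sequence was called lower or higher in AD at an adjusted p under 0.05 and a fold change over 2, the thresholds of the methods. The likelihood ratio test that the methods name was run as an alternative. The paper's text does not name a filter on low counts, so edgeR's filterByExpr was used with a smallest count of 10 and a smallest total of 15. It left 49634 sequences in PANDORA-seq, of which 3325 were mitochondrial tsRNAs, 3296 mitochondrial rsRNAs, 879 genomic tsRNAs and 22495 genomic rsRNAs. In traditional-seq it left 12410 sequences, of which 2064 were mitochondrial tsRNAs, 240 mitochondrial rsRNAs, 38 genomic tsRNAs and 2005 genomic rsRNAs. The genomic sequences come from the 10 nuclear tRNA genes and the 354 nuclear rRNA sequences of the reference. On simulated counts with 200 sequences changed 16-fold, 153 of them passed the filter at the size of the PANDORA-seq data and 152 were called, along with 6 unchanged sequences. At the size of the traditional-seq data, 161 passed and 154 were called, along with 3 unchanged sequences.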

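In traditional-seq, 0 tsRNAs and 0 rsRNAs passed the thresholds in edgeR's quasi-likelihood test. Of the tsRNAs and rsRNAs tested, 43 had an unadjusted p under 0.05. The likelihood ratio test and DESeq2 also gave 0 calls, with 59 and 65 tsRNAs and rsRNAs at an unadjusted p under 0.05. The count stayed at 0 with each library left out in turn. A loose filter combined with the likelihood ratio test called 1 mitochondrial tsRNA lower in AD. All sequences tested here were 42 nt or shorter, because traditional-seq libraries contain no longer reads.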

No significantly differentially expressed tsRNAs and rsRNAs were observed between WT and AD mice groups in the traditional-seq data (Figure 3A), indicating that traditional-seq is not a sensitive method to detect the tsRNAs and rsRNAs profiles. In contrast, PANDORA-seq (Figure 3B) detected numerous differentially expressed tsRNAs and rsRNAs, including 187 mitochondrial tsRNAs and 111 mitochondrial rsRNAs, which are all downregulated in the prefrontal cortex of the 5xFAD mouse brain. 

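In PANDORA-seq, 352 of 3325 mitochondrial tsRNAs were called lower in AD and 0 higher. Of 3296 mitochondrial rsRNAs, 299 were called lower and 2 higher. Leaving out each library in turn gave lower calls of 306 to 520 for mitochondrial tsRNAs and 239 to 422 for mitochondrial rsRNAs. The higher calls then ranged from 0 to 3 for tsRNAs and from 0 to 15 for rsRNAs, the 3 without WT replicate 3 and the 15 without AD replicate 6. The loose filter with the likelihood ratio test raised these counts most, to 2585 tsRNAs lower and 123 higher and to 1617 rsRNAs lower and 298 higher. Among mitochondrial tRNAs the largest counts of lower calls were 131 sequences of mt-tRNA-His, 109 of mt-tRNA-Gly, 29 of mt-tRNA-Gln and 25 of mt-tRNA-Glu. The tRNA-Leu that the paper names (gene mt-Tl1) had 10, and no other mitochondrial tRNA had more than 12. Of the lower rsRNAs, 234 came from 16S and 65 from 12S rRNA.

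Of the mitochondrial tsRNAs called lower, 321 (91.2%) were 43 to 45 nt long, as were 288 (96.3%) of the mitochondrial rsRNAs, while 11.8% and 14.4% of the sequences tested in these classes had that length. In a fit of the sequences of 15 to 40 nt alone, chosen after seeing the data, 6 mitochondrial tsRNAs and 2 mitochondrial rsRNAs were called lower and 0 higher.

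**Figure D1:**
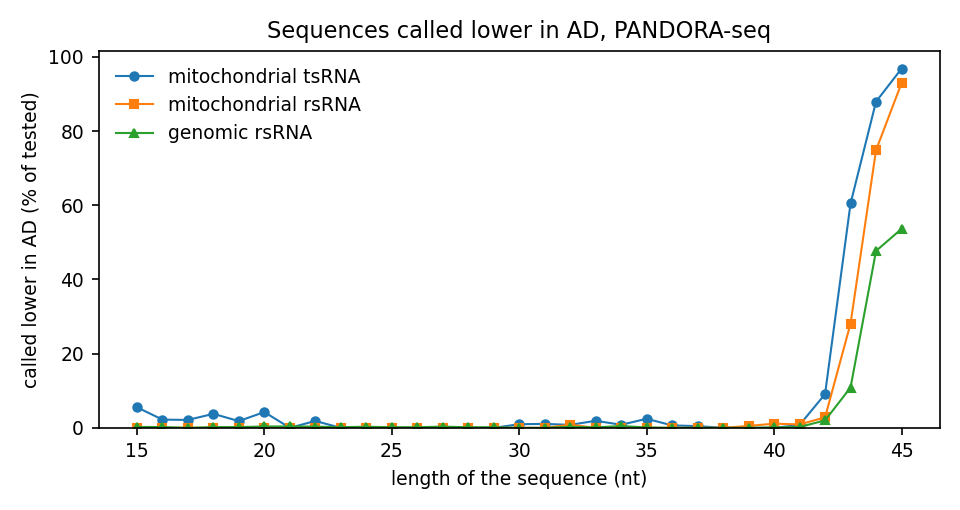
Percentage of tested PANDORA-seq sequences called lower in AD (y axis) at each length from 15 to 45 nt (x axis), for mitochondrial tsRNAs, mitochondrial rsRNAs and genomic rsRNAs. For mitochondrial tsRNAs, 75 of 124 sequences were called lower at 43 nt, 124 of 141 at 44 nt and 122 of 126 at 45 nt.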

The genomic tsRNAs and rsRNAs displayed mixed expression patterns, with 43 decreased and 16 increased genomic tsRNAs, and 2518 decreased and 84 increased genomic rsRNAs (Figure 3B). 

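Of 22495 genomic rsRNAs tested, 988 were called lower in AD and 27 higher, and of 879 genomic tsRNAs from the 10 nuclear tRNA genes in the reference 1 was called lower and 0 higher. The lower rsRNAs comprised 806 sequences of 18S rRNA and 182 of 5S and other rRNA genes, and 940 of them (95.1%) were 43 to 45 nt long. No sequence of that length was called higher. Lower genomic rsRNAs numbered 816 to 1292 with each library left out in turn, and higher ones 9 to about 1.2e+02, the lowest without WT replicate 4, 5 or 6 and the highest without WT replicate 3. The count of lower genomic rsRNAs moved most upward with the loose filter and the likelihood ratio test, to 3119, and most downward in the fit of 15 to 40 nt, to 3. The count of higher ones was 1488 and 0 in these settings, and 1193 against 2523 lower with the loose filter alone. With each library scaled at each length by all its reads of that length, chosen after seeing the data, 196 were lower and 408 higher. The count of 1 lower genomic tsRNA was 0 without WT replicate 2, 5 or 8 and under the stricter filter, where the sequence called fell below the filter. It rose to 4 without WT replicate 6. The loose filter gave 27 genomic tsRNAs lower and 13 higher, and with the likelihood ratio test as well 30 lower and 20 higher.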

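Fisher's exact test (two-sided) compared called with uncalled sequences, in either direction, between mitochondrial and genomic RNAs. For tsRNAs, 352 of 3325 mitochondrial and 1 of 879 genomic sequences were called, an odds ratio of 103.7 (exact test, p = 4.04e-36). The size of this ratio rests on the 1 genomic call, and 3 of the 16 fits that left out a library had 0 genomic calls and no finite ratio. In the other 13 it ran from 23.8 to 134, with 23.8 without WT replicate 6. It was 24.0 in the likelihood ratio test, 17.7 in DESeq2 and 21.3 with the replicate number as a block. The loose filter gave 14.1, and 13.5 with the likelihood ratio test as well. In the other settings chosen before the data were examined it lay between 75.1 (stricter filter) and 107 (library size alone). For rsRNAs, the odds ratio was 2.13 (exact test, p = 4.09e-25), and it stayed between 1.82 and 2.43 with each library left out. Sequences that overlap on the same RNA are not independent of one another, which the test does not take into account. Among the sequences of 43 to 45 nt, a range chosen after seeing the data, with these same calls, the odds ratio for rsRNAs was 2.62 (exact test, p = 2.4e-21), and that for tsRNAs had a lower 95% bound of 136. In a separate fit of these lengths, chosen after seeing the data, which centers the fold changes on the other long sequences, 73 genomic tsRNAs and 817 genomic rsRNAs were called higher. The odds ratios over both directions were then 0.767 for tsRNAs (exact test, p = 0.300) and 0.682 for rsRNAs (p = 0.0005). Scaling each library at each length by all its reads of that length, also chosen after seeing the data, gave 4.62 for tsRNAs and 0.879 for rsRNAs.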

Although the number of dysregulated genomic sncRNAs is greater than that of mitochondrial sncRNAs, Fisher’s exact test indicates that there is a significant enrichment of dysregulated mitochondrial tsRNAs (odds ratio = 18.176) and rsRNAs (odds ratio = 2.025) compared with the dysregulated genomic tsRNAs and rsRNAs, respectively. 

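The distribution of log2 fold changes (AD over WT) was computed over all tested PANDORA-seq sequences of each class. The density of mitochondrial tsRNAs peaked at -0.07 and that of genomic tsRNAs at 0.10. For rsRNAs the peaks lay at -0.11 for mitochondrial and 0.10 for genomic sequences. These peaks lie within the spread between AD libraries, since the class median in single AD libraries had an SD of 0.60 for mitochondrial tsRNAs, 0.59 for mitochondrial rsRNAs, 0.52 for genomic tsRNAs and 0.33 for genomic rsRNAs (n = 8).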

Consistent with Fisher’s exact test results, further distribution analysis showed that the peaks for mitochondrial tsRNAs (Figure 3C) and rsRNAs (Figure 3D) are shifted further away from the center (log_2_FC = 0) compared to their genomic counterparts, indicating a greater degree of dysregulation in the AD cortex. Additionally, both mitochondrial sncRNA peaks were shifted to the left of the zero point, suggesting mitochondrial tsRNAs and rsRNAs are predominantly downregulated in AD (Figure 3C,D).

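The median log2 fold change was -0.20 for mitochondrial tsRNAs and 0.02 for mitochondrial rsRNAs, so for mitochondrial rsRNAs the median and the peak differ in sign. The sign of this median depends on the settings, as it was -0.05 in DESeq2, -0.07 with the stricter filter, -0.04 with library size alone and -0.09 with the replicate block, but 0.06 with DESeq2 size factors in edgeR and 0.14 with the loose filter. It was 0.12 for genomic tsRNAs and 0.09 for genomic rsRNAs. The median was below 0 in 5 of 8 AD libraries for mitochondrial tsRNAs, in 5 for mitochondrial rsRNAs, in 3 for genomic tsRNAs and in 4 for genomic rsRNAs. When each library was left out, it ran from -0.46 to -0.04 for mitochondrial tsRNAs and from -0.27 to 0.18 for mitochondrial rsRNAs. Sequences of 43 to 45 nt had medians of -3.25 for mitochondrial tsRNAs, -2.35 for mitochondrial rsRNAs, -0.47 for genomic tsRNAs and -1.47 for genomic rsRNAs. For sequences of 15 to 40 nt the medians were -0.08, 0.24, 0.19 and 0.17 in the same order. From the shift of the mitochondrial peaks to the left of 0, the paper proposes that mitochondrial tsRNAs and rsRNAs are predominantly downregulated in AD.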

### 2.4. Distinct Reduction of Mitochondrial tsRNAs and rsRNAs Biogenesis in the Prefrontal Cortex of AD Mice

TsRNAs and rsRNAs have been reported to play essential roles in various cellular activities, including, but not limited to, stem cell maintenance, cancer progression, epigenetic inheritance, and neurological diseases [7,24,25,26]. In this study, mitochondrial tsRNAs and rsRNAs exhibited a distinct downregulation pattern compared to other sncRNAs in the AD mice, promoting us to analyze the potential association between mitochondrial tsRNAs/rsRNAs expression and AD progression. The mapping profile in Figure 4 shows that three mitochondrial tsRNA families—mt-tsRNA-Gln, mt-tsRNA-His, and mt-tsRNA-Leu—as well as one rsRNA family derived from mitochondrial 16S rRNA (rsRNA-16S), are significantly reduced in the AD cortex. 

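Reads were also summed per RNA, each RNA as a family, and 33 families were fitted in PANDORA-seq with edgeR's quasi-likelihood test, 24 of them mitochondrial. Of the mitochondrial families, 11 had a negative log2 fold change with TMM, 14 in DESeq2, 19 with library size alone and 10 with the replicate block. Only mt-tsRNA-His passed the thresholds, with a log2 fold change of -1.16 (standard error 0.273, adjusted p = 0.0147). The value for mt-tsRNA-Gln was -0.90 (standard error 0.292, adjusted p = 0.101) and that for mt-tsRNA-Leu was -0.43 (standard error 0.195, adjusted p = 0.255). The likelihood ratio test, DESeq2 and scaling by library size alone each called 1 family as well, while the fit with the replicate number as a block called 0, with a smallest adjusted p of 0.0589. At an unadjusted p under 0.05 there were 5 families in the quasi-likelihood test, 6 in the likelihood ratio test and 8 in DESeq2. In traditional-seq 0 of 31 families passed, and 0 had an unadjusted p under 0.05 in any of these tools. Over reads of 15 to 40 nt alone, a range chosen after seeing the data, 0 families passed in PANDORA-seq and the smallest adjusted p was 0.720. The families that the paper names were in addition compared by their RPM, with two-sided exact permutation tests adjusted over the 4 families.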

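The tRNA-Gln of mitochondria (mt-Tq, MT 3772 to 3842, minus strand) is 74 nt long with its CCA end. Its fragments had 690.0 ± 247 RPM (SD, n = 8 libraries) in WT mice and 315 ± 132 RPM (SD, n = 8) in AD mice, a WT over AD ratio of 2.19 (exact permutation test, p = 0.00342, adjusted p = 0.00456). Of the 8 AD libraries, 3 lay below every WT library. Reads wholly within the region from 30 to 74 nt made up 44.5% of its reads in WT mice and 31.1% in AD mice, and mean coverage peaked at position 33, at 654 RPM in WT mice and 277 RPM in AD mice. Reads of 43 to 45 nt had 379.7 ± 197 RPM in WT mice and 40.1 ± 46.0 RPM in AD mice. Reads of 15 to 40 nt had 209 ± 51.6 RPM in WT mice and 217 ± 88.2 RPM in AD mice, a ratio of 0.966 and a difference within the spread (exact permutation test, p = 0.837). Its sign depends on the scale, as the mean of the log2 values was lower in AD by a difference of -0.05. In traditional-seq the family had 251 ± 83.5 RPM in WT mice and 267 ± 49.7 RPM in AD mice.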

The RPM of mt-tsRNA-Gln was more than two-fold higher in the WT than that in the AD mice, with the majority of mt-tsRNA-Gln coming from the 30–74 nt region of mitochondrial tRNA-Gln (Figure 4A). Similarly, mt-tsRNA-His shows a two-fold decrease in RPM in AD samples, predominantly mapping to the 25–72 nt region of mt-tRNA-His (Figure 4B). 

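Fragments of mt-tRNA-His (mt-Th, MT 11546 to 11612, plus strand of GRCm38) had 2361 ± 1017 RPM (SD, n = 8) in WT mice and 933 ± 488 RPM (SD, n = 8) in AD mice, a WT over AD ratio of 2.53 (exact permutation test, p = 0.00264, adjusted p = 0.00456), and 5 of 8 AD libraries lay below every WT library. The tRNA with its CCA end is 70 nt long in the reference. Reads wholly within the region from 25 nt to this end made up 75.2% of the family's reads in WT mice and 79.8% in AD mice, with the coverage peak at position 35, at 2345 RPM in WT mice and 914 RPM in AD mice. At 43 to 45 nt the family had 1179.6 ± 604 RPM in WT mice and 55.5 ± 44.8 RPM in AD mice, a ratio of 21.2 (exact permutation test, p = 0.0001554). At 15 to 40 nt it had 1002 ± 508 RPM and 802 ± 450 RPM, a ratio of 1.25 that was within the spread (exact permutation test, p = 0.409).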

The RPM of mt-tsRNA-Leu is 1.5-fold lower in the AD group, with mt-tsRNA-Leu mainly derived from the 35–78 nt region of mt-tRNA-Leu (Figure 4C). 

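For mt-tRNA-Leu, the gene whose region matches is mt-Tl1 (MT 2676 to 2750, plus strand), 78 nt long with its CCA end. Its fragments had 399.8 ± 78.1 RPM (SD, n = 8) in WT mice and 253 ± 67.7 RPM (SD, n = 8) in AD mice, a WT over AD ratio of 1.58 (exact permutation test, p = 0.00186, adjusted p = 0.00456). Of the AD libraries, 5 of 8 lay below every WT library. Reads within the region from 35 to 78 nt made up 54.5% of its reads in WT mice and 45.9% in AD mice. Coverage reached its highest mean of 376 RPM in WT mice and 226 RPM in AD mice. Reads of 15 to 40 nt had 220.4 ± 47.3 RPM in WT mice and 160.2 ± 51.1 RPM in AD mice, a ratio of 1.38 (exact permutation test, p = 0.0337, adjusted p = 0.135). Relative to all reads of 15 to 40 nt, a scale chosen after seeing the data, the log2 ratio of AD to WT was -0.66 (exact permutation test, adjusted p = 0.0155).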

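Reads that lie within nucleotides 98 to 141 of mitochondrial 16S rRNA (mt-Rnr2, MT 1094 to 2675, plus strand) had 968 ± 469 RPM (SD, n = 8) in WT mice and 497 ± 401 RPM (SD, n = 8) in AD mice, a WT over AD ratio of 1.95 (exact permutation test, p = 0.0446, adjusted p = 0.0446). Of the 8 AD libraries, 6 lay below every WT library. This result sits close to the threshold, and in 10 of 16 comparisons that left out a library it was not past it, with adjusted p-values from 0.00622 without AD replicate 7 to 0.0886 without WT replicate 6. Coverage peaked at position 105, at 1262 RPM in WT mice and 642 RPM in AD mice. Reads of 15 to 40 nt in this region had 111 ± 27.5 RPM in WT mice and 107 ± 70.5 RPM in AD mice.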

We also found that the rsRNAs in mitochondrial rsRNA-16S family, mapping to the 98-nt to 141-nt region, are reduced in the prefrontal cortex of AD mice (Figure 4D). We also examined the expression profiles of genomic tsRNA-Gln, tsRNA-His, and tsRNA-Leu families, which are the genomic counterparts of the three mitochondrial tsRNA families. In contrast, the expression levels of these genomic tsRNAs showed no difference between WT and AD mice (Supplementary Figure S2). These findings suggest a potential disruption in mitochondrial tRNA/rRNA processing or stability in AD that affects the mitochondrial tsRNA and rsRNA biogenesis.

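The part of each family's reads that were 43 to 45 nt long was larger in WT mice than in AD mice. It was 51.6% in WT mice and 11.6% in AD mice for mt-tsRNA-Gln, 49.9% and 6.33% for mt-tsRNA-His, 21.5% and 9.45% for mt-tsRNA-Leu, and 49.0% and 16.7% for the 16S region. At these lengths the WT over AD ratio was 9.47 for mt-tsRNA-Gln, 3.63 for mt-tsRNA-Leu and 5.93 for the 16S region, with exact permutation p-values of 0.0003108, 0.00373 and 0.0001554. Over all mitochondrial tRNAs the ratio at 43 to 45 nt was 9.42, and over all reads of the libraries it was 3.13. From the lower RPM of the 4 families, and from genomic Gln, His and Leu families that it reports as unchanged, the paper proposes that the processing or the stability of mitochondrial tRNAs and rRNAs may be disrupted in AD, with an effect on how these fragments are made.

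**Figure D2:**
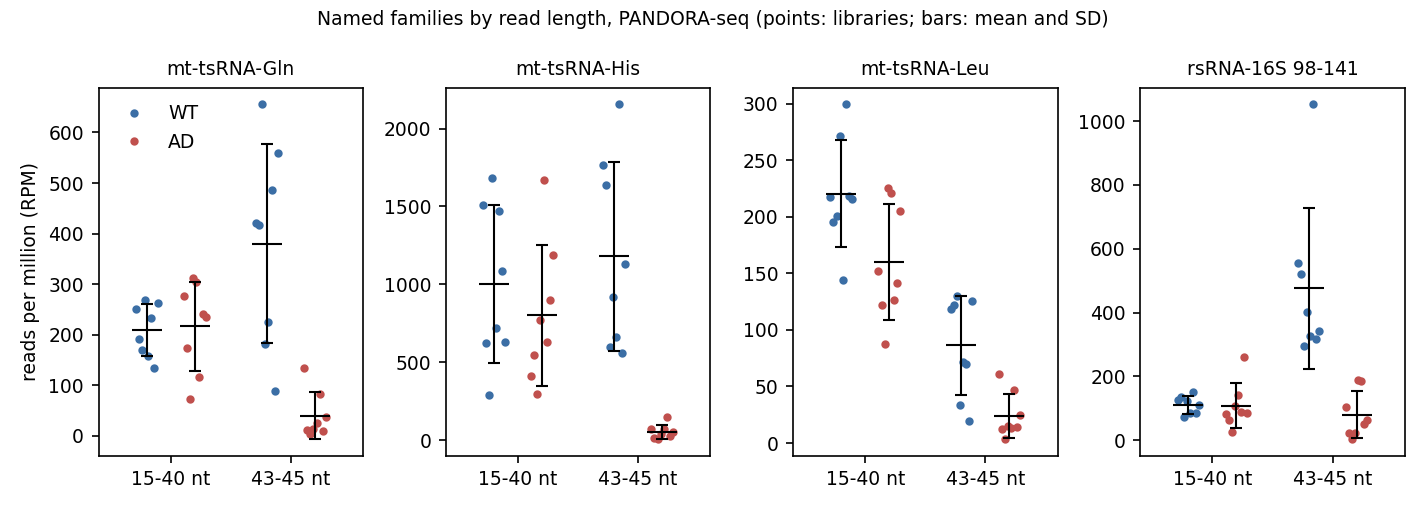
RPM of the 4 named families in PANDORA-seq for reads of 15 to 40 nt and of 43 to 45 nt in WT and AD mice, with points for libraries and bars for mean and SD (n = 8 each). At 43 to 45 nt mt-tsRNA-His lies at a mean of 1179.6 RPM in WT mice and 55.5 RPM in AD mice, and at 15 to 40 nt at 1002 and 802 RPM.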

To explore how mitochondrial tsRNAs and rsRNAs potentially affect transcriptomic change and contribute to AD progression, we conducted transcriptome sequencing in WT and AD prefrontal cortex samples. A total of 191 differentially expressed genes (DEGs) were identified, with 179 of them upregulated in the AD group. Among these DEGs, certain genes associated with Alzheimer’s disease were identified, including Amyloid Beta Precursor Protein (APP), Presenilin 1 (PSEN1), and Cathepsin D (CTSD). [27] (Supplementary Figure S3). Pathway enrichment analysis of these DEGs reveals that the lysosome pathway is the most significantly enriched (Figure 5A). Lysosome-associated genes exhibit significantly higher expression in the AD cortex, with the heatmap revealing that all identified DEGs in lysosome pathway are exclusively upregulated. Notably, one outlier in the AD group showed comparable expression levels of the lysosome pathway to those in WT mice (Figure 5B). These DEGs in the lysosome pathway are predominantly encoding various proteases responsible for protein degradation, exemplified by the cathepsin (Cts) gene family and hexosaminidase (Hex) gene family. The co-expression analysis reveals significant negative correlations between lysosome gene expression and three prioritized mitochondrial tsRNA families and one rsRNA-16S family, with mt-tsRNA-Leu-TTA exhibiting the strongest negative association, as indicated by the correlation coefficient (ρ = −0.709) and the statistical significance (*p* = 0.003) (Figure 5C). These findings underscore a potential regulatory link between mitochondrial tsRNAs and lysosome gene expression, which may contribute to the progression of Alzheimer’s disease.

## 3. Discussion

Emerging evidence has underscored the importance of small non-coding RNAs in various biological processes [28], and the well-documented miRNAs and piRNAs, which regulate gene expression and protection of genomic integrity, have been shown to play critical roles in neurodegenerative disease [19,29]. Recent studies also revealed the widespread presence and pivotal functions of newly discovered classes of sncRNAs, such as tsRNAs and rsRNAs, in stress response, immunity, metabolism, and epigenetic inheritance of environmentally acquired traits [7,20,30,31]. However, the functions of these newly detected sncRNAs in Alzheimer’s disease remain underexplored. In this study, we employed a widely used Alzheimer’s disease mouse model, named 5xFAD transgenic mice, and recently developed PANDORA-seq to explore the significance of tsRNAs/rsRNAs in AD progression.

The results of cognitive impairment test assays, including the Y-maze assay and NORT, showed that 5xFAD mice have impairments of both short-term memory and recognition memory at the six-month stage. This is consistent with the saturation of Aβ plaques in the brain of 5xFAD mice by 6 to 9 months of age [4]. At two months old, when the Aβ plaques first appeared, the 5xFAD mice did not show any sign of cognitive impairment in the Y-maze assay and NORT. These outcomes confirm the efficacy of the 5xFAD mice model in mimicking clinical manifestations of Alzheimer’s disease.

To uncover the previously overlooked modified sncRNAs, we employed PANDORA-seq to comprehensively profile sncRNAs in the brain prefrontal cortex of WT and AD mice. PNDORA-seq uncovered a tsRNAs-and rsRNAs-enriched sncRNA landscape (Figure 2B), which was strikingly different from the miRNA-enriched sncRNA landscape unveiled by the traditional sequencing method (Figure 2A). Our results highlight the significant advantage of PADORA-seq in detecting modified sncRNA such as tsRNAs and rsRNAs. This increased sensitivity for the detection of tsRNAs and rsRNAs also underscores the critical role that the modified sncRNAs may play in neural tissues.

The analysis of differentially expressed sncRNA showed that mitochondrial tsRNAs and rsRNAs were significantly downregulated in the cortex, while genomic tsRNAs and rsRNAs displayed mixed expression change between the WT and AD mice (Figure 3A,B). The most significantly reduced mitochondrial tsRNAs are mt-tsRNA-Gln, mt-tsRNA-His, and mt-tsRNA-Leu in our study. We also identified some genomic tsRNA decreased in the AD mice, which aligns with our previous finding that genomic tsRNAs are downregulated in the post-mortem brain of human Alzheimer’s disease subjects [32]. Further transcriptome DEGs analysis and co-expression analysis showed that these reduced mitochondrial tsRNAs and rsRNAs are negatively associated with the expression of the lysosome pathway (Figure 5). Accumulating evidence suggests small RNAs, particularly miRNAs, can influence lysosomal function by regulating genes within the autophagy-lysosome pathway. For example, the lysosomal integral protein LAMP3 can be targeted by miR-205, and LAMP2 can targeted by more than one miRNA including miR207, miR352, and miR487-5p, both of which are important for the lysosome maturation and function [33,34,35]. Furthermore, many tsRNA can exhibit miRNA-like functions by being loaded into Argonaute complexes to guide mRNA silencing [7]. Notably, even a human mitochondrial tRNA (mt-tRNA-Met) has been found to be exported to the cytoplasm and bound to Argonaute-2 (AGO-2), indicating that mitochondrial RNAs can participate in the RNA interference machinery [36]. Similarly, rsRNAs including mito-rsRNAs have also been identified to bind human AGO-2 and regulate gene expression in a miRNA-like manner [37,38]. While direct cause-and-effect remains to be proven, the miRNA-like function of tsRNAs and rsRNAs may explain how mito-tsRNAs might negatively regulate lysosomal activity.

Mitochondria are known to play a crucial role in neuronal health, and their dysfunctions are connected to age-related neurodegenerative diseases, including Alzheimer’s disease and Parkison’s disease [39]. Lysosomes, essential for the degradation or recycling of biomacromolecules, play a significant role in cellular homeostasis, and their dysfunction is closely linked to the progression of Alzheimer’s disease [40]. The observed downregulation of mitochondrial tsRNAs/rsRNA and negative association with lysosome pathway in our analysis may suggest a scenario that enhanced lysosome activity in the AD cortex may lead to abnormal mitochondrial structure and function, with a decreased level of mitochondrial tsRNAs/rsRNA as either a molecular readout or the decrease in mitochondrial tsRNAs/rsRNA can further trigger mitochondrial and cellular events that promote the progression of Alzheimer’s disease. More importantly, the differential expression profile of mitochondrial tsRNAs has also been observed in other pathological conditions, including leukemia [41], infection of pathogens [42], oxidative stress [43], and the high-diet exposed human sperm [44,45], underscoring the importance of mitochondrial tsRNAs in disease mechanisms.

The process underlying the biogenesis of mitochondrial tsRNA remains elusive despite many specific endoribonucleases involved in the production of genomic tsRNA having been identified in the cytosol [7,46]. Unlike their cytosolic counterparts, no endoribonuclease has been definitively identified within mitochondria as responsible for cleaving mt-tRNA to generate specific mt-tsRNAs. RNase Z, known for trimming the 3′ trailer sequence of pre-tRNA in both mitochondria and nucleus [47], has not been confirmed to cut mitochondria tRNA at other sites to produce mt-tsRNA. An intriguing hypothesis suggests that mt-tRNA may be exported to cytosol and processed by cytosolic endoribonucleases, supported by studies indicating the presence of mtRNA in the cytosol with RNA binding proteins (RBPs) [48,49]. Moreover, specific modifications such as methylation and Queuosine (Q) on tRNAs are involved in the tsRNA production. For example, DNMT2- and NSUN2-dependent 5-methylcytosine (m^5^C) on tRNA increases its stability, making tRNA less vulnerable to Angiogenin (ANG)-mediated cleavage and, consequently, tsRNA generation [12,50,51]. QTRT1-dependent queuosine (Q) modification can reduce the ANG-meditated tRNA cleavage and promote DNMT2-mediated m^5^C to further stabilize tRNA [52,53]. Both NSUN2 and QTRT1 enzymes are found in the mitochondria [6,54], it is possible that different modification enzyme activities could influence mitochondria tsRNA production.

Our study has several limitations that warrant consideration. First, although the 5XFAD mouse model effectively recapitulates key pathological features of Alzheimer’s disease, such as Aβ plaque formation and cognitive impairments, it does not fully rep-licate the tau pathology in human AD. Therefore, the finding should be cautious when transferring to human AD pathology. Second, while PANDORA-seq provides a com-prehensive approach for detecting modified sncRNAs, the exact functional roles and underlying molecular mechanisms of the identified mitochondrial tsRNAs and rsRNAs remain unclear and need further investigation. Moreover, our sample size, although sufficient to detect significant differences, was relatively small, potentially limiting statistical power for detecting other subtle sncRNA changes. Future studies using larger sample size and additional validation methods, including functional assays, are necessary to fully elucidate the biological significance and mechanistic insights of mitochondrial-derived sncRNAs in Alzheimer’s disease progression.

## 4. Materials and Methods

### 4.1. Animal and Behavioral Test

Mice: Hemizygous 5xFAD mice and WT littermates of both sexes on a congenic C57BL6/J background (MMRCC stock #34848) were used [55]. All animal care procedures and experimental protocols involving animals complied with the NIH Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committees at the University of Nevada, Reno. Mice were maintained in individually ventilated cages (<5 mice/cage) with ad libitum access to food and water in a room with controlled 12 h light and dark cycles. This research project spanned from 2021 to 2024, and Ethical Committee permission was obtained on 22 February 2021.

Y-Maze Behavioral Assay: The spontaneous alternation behavioral test was employed to assess short-term spatial working memory using the Y-maze [56,57]. Mice were placed in one of the three maze arms (the start arm) and allowed to explore all three arms for 10 min. The sessions were recorded and analyzed using EthoVision XT software (version 16.0.1536, Noldus Information Technology, Leesburg, VA, USA). Spontaneous alternation was assessed by tracking the sequence of entries into each arm during the 10 min session. The alternation index (%) was calculated as follows: (number of spontaneous alternations/maximum possible alternations) × 100. Spontaneous alternation was defined as consecutive entries into each maze arm without repetition, and the maximum alternation was the total possible alternations (total number of arm entries—2).

Novel Object Recognition Test (NORT): Memory recall was assessed using the Novel Object Recognition Test (NORT), as described previously [58]. The test was conducted over three days, consisting of habituation, training, and testing phases. On Day 1, mice were habituated by being placed in an empty arena and allowed to explore for 10 min. On Day 2, during the training phase, two identical objects were placed in the arena. The mice were then placed in the center of the arena and allowed to explore both objects for 10 min. On Day 3, during the testing phase, one of the objects from the training phase (the familiar object) was replaced with a novel object. Mice were placed into the center of the arena and allowed to explore for 10 min. Sessions were recorded and analyzed using EthoVision XT software (Noldus Information Technology). The recognition index (%) was calculated as (total exploration time for the novel object during testing/total exploration time for the familiar object during testing) × 100.

### 4.2. Isolation of Specified-Size Small RNAs

Total RNA was isolated from 100 mg of mice prefrontal tissues using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA), as described by the manufacturer. Then, the RNA sample, mixed with an equal volume of 2× RNA loading dye (New England Biolabs, Rowley, MA, USA), was incubated at 75 °C for 5 min. The mixture was loaded into 15% (wt/vol) Urea-polyacrylamide gel, followed by electrophoresis in 1× TBE running buffer at 200 V for 40 min. After staining with SYBR Gold solution (S11494, Invitrogen, Carlsbad, CA, USA), gels that contained small RNAs of 15–50 nucleotides were excised based on small RNA ladders (Abnova, Taipei City, Taiwan). Small RNAs were recovered from the gel as previously described [21]. In short, the gel was immersed in 0.3 M sodium acetate solution containing 20 Unit RNase inhibitor (New England Biolabs, M0314L) overnight at 4 °C. The sample was centrifuged for 10 min at 12,000× *g* (4 °C). The supernatant was mixed with 3 volumes of ethanol, 1/10 volume of 3 M sodium acetate, and 1ul linear acrylamide. Then, the sample was incubated at −20 °C for 2 h and centrifuged for 25 min at 12,000× *g*. After removing the supernatant, the precipitation was resuspended in nuclease-free water, quantified, and stored at −80 °C until analysis.

### 4.3. Small RNA Sequencing by PANDORA-seq and Traditional-seq

The PANDORA-seq protocol has been recently described in our report [21]. In short, the sncRNA isolated from the prefrontal cortex for PANDORA-seq will go through Alkane monooxygenase (AlkB) and T4 polynucleotide kinase (T4 PNK) treatment steps before library construction by NEBNext^®^ Small RNA Library Prep Kit (E7330L, Rowley, MA, USA). The sncRNA for traditional-seq directly went to the library construction workflow without enzyme treatment. The workflow of small RNA library construction was conducted as the manufacturer described.

For AlkB enzyme treatment, the sncRNA was incubated in a 50 μL reaction mixture containing 50 mM HEPES, 75 μM ferrous ammonium sulfate, 1 mM α-ketoglutaric acid, 2 mM sodium ascorbate, 50 mg/L BSA, 200 ng ALKB enzyme, 20 Unit RNase inhibitor at 37 °C for 30 min. Then, the mixture was added into 500 μL TRIzol reagent for RNA isolation. For T4 PNK enzyme treatment, sncRNA was incubated in 50 μL reaction mixture containing 5 μL 10× PNK buffer, 1 mM ATP, 10 U T4 PNK (New England Biolabs) at 37 °C for 20 min. Then, the mixture was added to 500 μL TRIzol reagent for RNA isolation. All cDNA were sequenced on Illumina^TM^ Novaseq 6000 platform (Illumina, San Diego, CA, USA).

### 4.4. Small RNA Expression Analysis

The raw data (i.e., the .fastq files) from both PANDORA-seq and traditional sncRNA-seq were analyzed and annotated by the software *SPORTS1.1* [23]. Default settings of *SPROTS1.1* were applied, except for the mismatch tolerance being set to one. Only the sncRNAs with lengths between 15nt and 45nt were retained for further analysis. We then employed the *edgeR* algorithm to perform the pairwise comparison in sncRNA expression between groups [59]. The *TMM* algorithm was applied to perform read count normalization, and a likelihood ratio test was employed to identify differentially expressed sncRNAs [60]. The sncRNA species with a false discovery rate (*FDR*) < 0.05 and fold change (*FC*) > 2 was defined as differentially expressed.

### 4.5. Transcriptome and Pathway Analysis

The creation of cDNA libraries and sequencing were performed by the Illumina standard workflow. mRNA expression level was quantified using the Salmon tool with default setting. We then employed the *edgeR* algorithm to compare the transcriptomic pattern between groups [59]. We applied the TMM algorithm for read count normalization and likelihood ratio test for differentially expressed gene (DEG) identification [60]. The genes with *FDR* < 0.05 and *FC* > 1.5 were deemed differentially expressed. We further performed pathway analysis upon the DEGs based on the KEGG pathways, using the David tool [61,62]. In addition, for each KEGG pathway, we computed a gene-set score, using the Functional Analysis of Individual Microarray Expression (*FAIME*) algorithm [63]. A higher *FAIME* score suggests an overall upregulation of a given pathway [63]. The gene expression heatmap was generated using the “heatmap.2” function within the “gplots” R package. The hierarchical clustering was performed using the “complete” method with “Euclidean” distance. The co-expression between “Lysosome” pathway and sncRNA families was performed using Spearman’s rank correlation test [64].

### 4.6. Statistical Analysis

All the statistical analyses were conducted using the R programming platform and Prism8 software (GraphPad, La Jolla, CA, USA). Data are presented as means ± SEM except for the high-throughput sequencing data. Student’s t-test or Ordinary One-way ANOVA with post hoc Bonferroni correction was used as appropriate for comparisons among groups. A *p*-value < 0.05 was considered statistically significant. In the case of multiple testing, *p*-value adjustment was performed using the “p.adjust” function with the “BH” method in R programming.

## 5. Conclusions

In summary, the current study utilized cutting-edge PANDORA-seq technique to reveal a distinctive mitochondrial tsRNA/rsRNA population implicated in the pathogenesis of Alzheimer’s disease. These mitochondrial sncRNAs also exhibit strong negative associations with lysosome-related pathways, suggesting their potential regulatory roles in AD progression. Collectively, these findings emphasize mitochondrial sncRNAs as promising molecular targets for future research on Alzheimer’s disease mechanisms and potential therapeutic interventions.

## Figures and Tables

**Figure 1:**
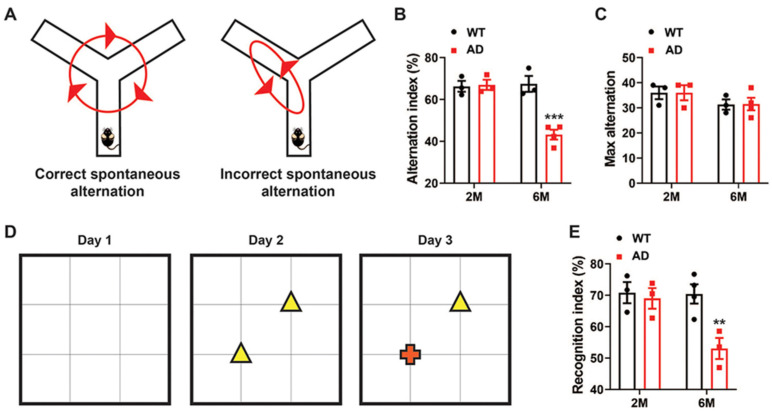
Age-dependent cognitive impairment in transgenic AD mice. (**A**) Schematic of the Y-maze Spontaneous alternation behavior assay showing an example of a correct (**left**) and incorrect (**right**) spontaneous alternation. (**B**) The alternation index in the Y-maze test in two- and six-month-old WT and AD mice (*** *p* < 0.001, n = 3–4 in each group). The alternation index (%) was calculated as (number of spontaneous alternations/maximum possible alternations) × 100. (**C**) Maximum alternation by WT and AD mice in Y-maze test at two-month and six-month age, respectively. (**D**) Schematic of Novel Object Recognition Test (NORT) protocol consisting of a habituation phase (Day 1), training phase (Day 2), and testing phase (Day 3). During the training phase, mice were exposed to two identical triangle-shaped objects. In the test phase, a novel object (cross-shaped object) was introduced to replace one triangle-shaped object. The time each mouse spent exploring the novel object (cross-shaped object) was recorded to assess recognition memory. (**E**) The recognition index during the testing phase in two- and six-month-old WT and AD mice (** *p* < 0.01, n = 3–4 in each group). The recognition index (%) was calculated as (total exploration time for the novel object during testing/total exploration time for the familiar object during testing) × 100. Data were analyzed by two-way ANOVA with Sidak post-hoc test for multiple comparisons.

**Figure 2:**
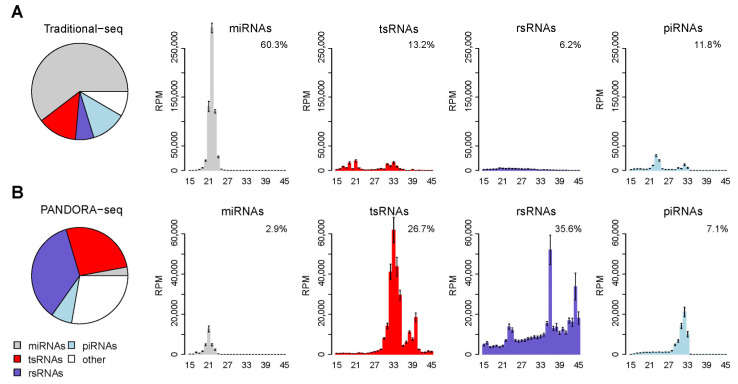
PANDORA-seq revealed a tsRNA/rsRNA-dominant sncRNA landscape in the prefrontal cortex. Representative result of sncRNAs species detected by traditional-seq and PANDORA-seq, respectively. (**A**) SncRNA landscape revealed by traditional-seq; (**B**) SncRNA landscape revealed by PANDORA-seq. Pie charts depict the relative proportions of miRNAs, piRNAs, tsRNAs, rsRNAs, and other sncRNAs identified by each method. Bar graphs further illustrate the mean expression levels (RPM) of these sncRNA types across different size ranges. The error bars stand for the standard error of the mean. (traditional-seq n = 14 mice, PANDORA-seq n = 16 mice).

**Figure 3:**
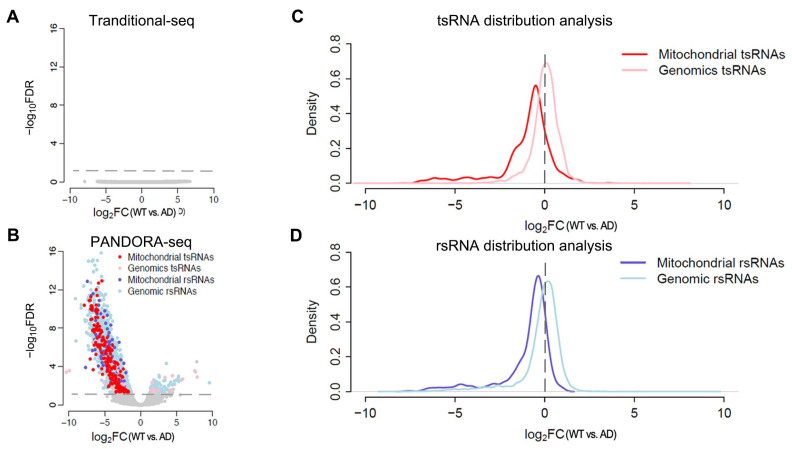
PANDORA-seq identified mitochondrial tsRNA/rsRNA as most sensitively dysregulated in AD mice. (**A**,**B**) Volcano plots of differentially expressed sncRNAs (DE-sncRNA) in the cortex of AD mice as compared with WT mice, revealed by traditional-seq (**A**) and PANDORA-seq (**B**). Colored dots represent the increased or decreased DE-sncRNAs with an *FDR* < 0.05 and *FC* > 2 as a cutoff threshold. (**C**,**D**) Probability density plots show the distribution of the log_2_ fold change (log_2_FC) of tsRNAs (**C**) and rsRNAs (**D**) in WT versus AD mice. (traditional-seq n = 7 mice in each group, PANDORA-seq n = 8 mice in each group).

**Figure 4:**
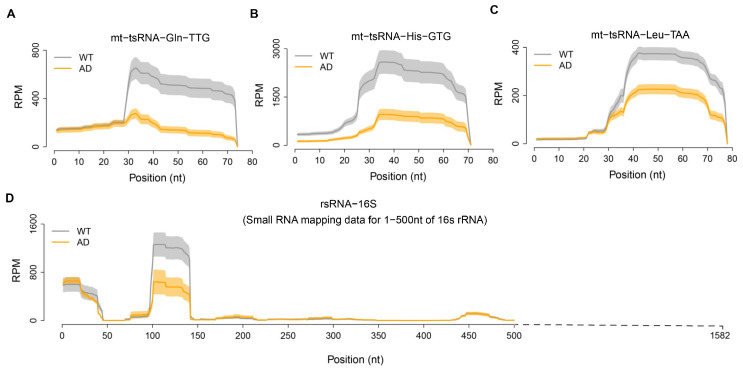
Mapping analyses of representative mitochondrial tsRNAs in WT and AD mice brain prefrontal cortex. (**A**) The expression profile of mt-tsRNA-Gln across the length in WT and AD samples. (**B**) The expression profile of mt-tsRNA-His across the length in WT and AD samples. (**C**) The expression profile of mt-tsRNA-Leu across the length in WT and AD samples. (**D**) The expression profile of mt-rsRNA-16S (101–140 nt) across the length in WT and AD samples. The solid curves indicate the mean of RPM, while the shading represents the standard error of the mean. (n = 8 mice in each group).

**Figure 5:**
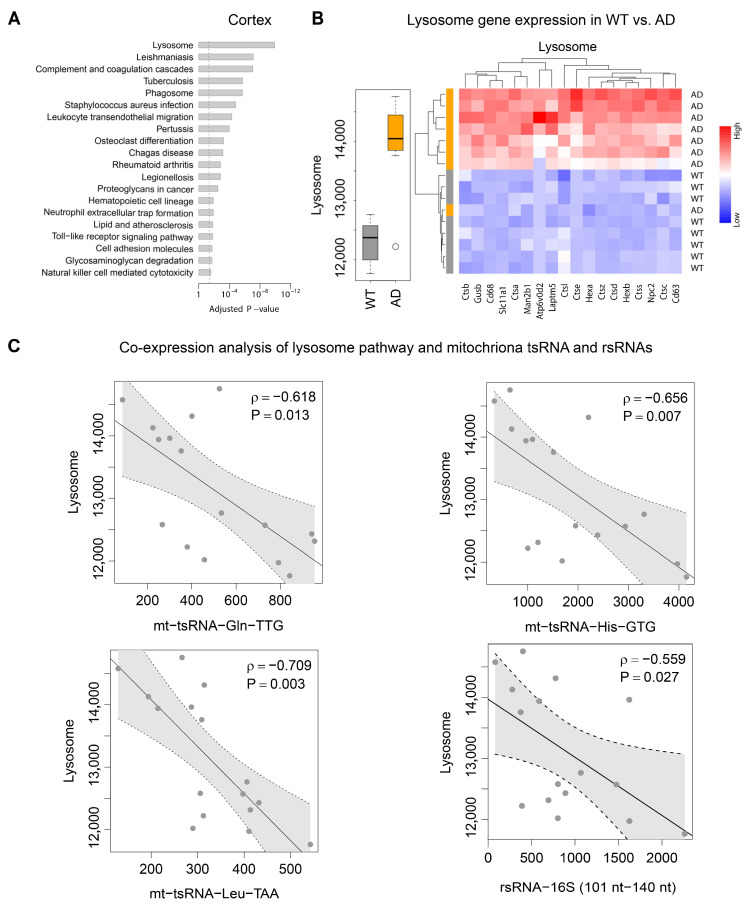
AD cortex shows increased lysosome activity, negatively correlated with mitochondrial tsRNAs. (**A**) KEGG pathway enrichment analysis of differentially expressed genes in WT versus AD cortex. The vertical dash line indicates the significance level of α = 0.05. (**B**) The gene-set score of the lysosome pathway in WT and AD cortex (**left**); Heatmap representation of differentially expressed genes in the lysosome pathways (**right**). Red represents relatively upregulated expression, whereas blue represents reduced. (**C**) Relationship between the gene-set score of the lysosome pathway and the abundance of mt-tsRNA-Gln, mt-tsRNA-His, mt-tsRNA-Leu and mt-rsRNA-16S (101–140 nt). Each dot represents one sample (n = 16). The gray band stands for the 95% confidence interval. *p* means statistical significance while ρ means Spearman’s rank correlation coefficient. (n = 8 mice in each group).

## Data Availability

The sncRNA-seq datasets have been deposited in the Gene Expression Omnibus (GSE277483). The sncRNA annotation pipeline SPORTS1.1 is available from GitHub (https://github.com/junchaoshi/sports1.1, accessed on 24 January 2024). Data supporting the plots within this article and other findings of this study are available from the corresponding author upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26073019/s1.

How the deposited data were processed for this re-analysis (not part of the article)

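Small RNA of the prefrontal cortex of 6-month-old WT and 5xFAD (AD) mice was sequenced by traditional-seq in 7 WT and 7 AD libraries and by PANDORA-seq in 8 WT and 8 AD libraries, 30 libraries in all. The authors deposited for each library the count of reads of each distinct sequence after adapter removal, with its length, and without normalization or annotation. The paper analysed the raw reads with SPORTS1.1 at its default settings, apart from the mismatch setting, and its text does not list those defaults. Libraries were grouped by protocol and genotype as their labels give them, and the comparisons were AD against WT within each protocol and PANDORA-seq against traditional-seq over both genotypes. The sex of the mice, the behavioral data and the transcriptome were not analysed here.

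SPORTS1.1 was not used here. Instead, each whole sequence of 15 to 45 nt was matched in the sense direction, with at most 1 mismatch, to RNA sequences of GENCODE M21 (GRCm38) with CCA added to mitochondrial tRNAs. A sequence that matched several RNAs went to the match with fewer mismatches and, at a tie, to miRNA, then rRNA, then tRNA, with mitochondrial before nuclear RNA, and sequences that fit both a mitochondrial and a genomic RNA were left out in 1 alternative. The reference held 22 mitochondrial tRNAs, 2 mitochondrial rRNAs, 2202 miRNA hairpins, 354 nuclear rRNA sequences (18S, 5S and other rRNA genes), 10 nuclear tRNA genes and 3532 other small non-coding RNAs. Nuclear tRNAs of 398 genes, the nuclear large-subunit rRNAs other than 5S, and piRNAs were not in it. Genomic tsRNA and rsRNA values are therefore partial, and piRNA lengths and the genomic Gln, His and Leu families were not computed. In a check, 2000 of 2000 fragments without a mismatch and 2000 of 2000 with 1 mismatch were matched, and 0 of 2000 with 2 mismatches.

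Shares are percentages of all reads of a library and RPM is the read count of an RNA scaled by the library's total of reads. Single measures were compared between genotypes by two-sided exact permutation tests over all 12870 splits of 8 against 8 libraries (smallest p 0.0001554) or all 3432 splits of 7 against 7 (smallest p 0.000582751), and between protocols by 100000 shuffles. Correlations across libraries were tested by exact permutation. P-values were adjusted by the Benjamini-Hochberg method within each set of comparisons. Reads carry no molecular identifiers, so their counting error is a lower limit of the error, and the spread between libraries was used throughout.

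Distinct sequences were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr (smallest count 10, smallest total 15) and the quasi-likelihood test, and called at an adjusted p under 0.05 and a fold change over 2. Only sequences with at least 10 reads over all libraries of a protocol entered these fits, as filterByExpr needs more than that. Family counts were fitted in the same way. Fisher's exact test compared called sequences between mitochondrial and genomic RNAs. Tables were made with Python 3.11.15, numpy 2.4.6 and a matching program compiled with g++ 11.4.0, and plots with matplotlib 3.10.9. On simulated counts of the size of the PANDORA-seq data with 200 sequences changed 16-fold, 153 passed the filter, 152 of these were called, and 6 unchanged sequences were called.

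The named items were set before the data were examined: every family the paper names and, for each of the 4 classes (mitochondrial and genomic tsRNAs and rsRNAs) and each direction, the sequence past the threshold with the smallest adjusted p. The families are reported by name, and single sequences are reported only as counts. The alternatives set at the same time were edgeR's likelihood ratio test, DESeq2 1.42.0, a loose filter (at least 10 reads over all libraries), a stricter filter (at least 10 reads in every library of 1 genotype), the likelihood ratio test with the loose filter, library size in place of TMM, DESeq2 size factors in edgeR, the replicate number as a block, ambiguous sequences left out, each library left out in turn, and other denominators, scales, windows and regions for shares and RPM. Alternatives added after seeing the data were exact matches only, sequences of 15 to 40 nt, sequences of 43 to 45 nt, each library scaled at each length by all its reads of that length, all sequences whether matched or not, 44-nt rsRNAs relative to all 44-nt reads, families over reads of 15 to 40 nt with 2 denominators, and libraries of both protocols paired by file-name code. Of the possible splits of the libraries, 100 were fitted with seed 20. Libraries with the same replicate number were no more alike than others, with correlations of their deviations from -0.482 to 0.386 in PANDORA-seq, so libraries were not treated as pairs. Between the protocols 14 file-name codes are shared, 7 in each genotype, and whether they stand for the same mice is not stated. The tests between protocols treat all 30 libraries as independent. With the 14 shared codes as pairs, an alternative added after seeing the data, the differences in shares had exact sign-flip p-values of 0.000122 for miRNA, 0.000244 for tsRNAs and 0.000122 for rsRNAs. No library was left out.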

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

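Of the tests given here, those of mitochondrial RNA content and library size in AD replicate 7, of the lengths of unmatched sequences, of reads of 15 to 42 nt and of pairs of libraries were chosen after the results were seen, and so was the range of 15 to 40 nt, although the comparison of the protocols over it was set before its own result was seen.

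In PANDORA-seq, mitochondrial rsRNAs took 3.31% of the reads of AD replicate 7, while the other 7 AD libraries lay between 0.237% and 0.817%. The gap to the nearest library was 0.811 of the range of the AD libraries, above the critical value of 0.526 for 8 samples, and this was the only one of 30 groups of libraries with such a gap, where chance gives about 1 in 20. Its 10 most abundant mitochondrial rRNA sequences held 30.3% of its mitochondrial rRNA reads, against 18.3% to 27.3% in the others, which is the highest but leaves most of the excess outside a few sequences. Mitochondrial tsRNAs took 2.37% of its reads, within the 0.911% to 4.61% of the other AD libraries, which argues against a general excess of mitochondrial RNA. Its total of 82413063 reads also lay within the others. A difference in that mouse and a difference in how its rRNA broke down before sequencing both stay open, and neither was tested. Without this library the log2 ratio of AD to WT for the 16S region was -1.38 (exact permutation test, adjusted p = 0.00622), against -0.96 with it.

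The effect of genotype differed between the protocols for 2 of the 4 named families. For mt-tsRNA-Gln the mean log2 difference of AD from WT was -1.18 in PANDORA-seq and 0.14 in traditional-seq, and the difference between the protocols was -1.32 (permutation test, p = 0.00517, adjusted p = 0.0207). For mt-tsRNA-His the difference was -1.35 (permutation test, p = 0.0105, adjusted p = 0.0211), for mt-tsRNA-Leu -0.74 (adjusted p = 0.0693) and for the 16S region -0.96 (adjusted p = 0.169). These tests treat all libraries as independent, but 14 file-name codes occur in both protocols. With libraries of the same code as pairs, 7 in each genotype, the differences were -1.37 for mt-tsRNA-Gln and -1.31 for mt-tsRNA-His (exact permutation test, adjusted p = 0.0221 for both). Over reads of 15 to 40 nt the difference was -0.20 for mt-tsRNA-Gln (permutation test, p = 0.591) and -0.29 for mt-tsRNA-His (p = 0.542), with adjusted p-values of 0.788 for both. Over reads of 15 to 42 nt, the full range that both protocols hold, more of it was left, with -0.42 for mt-tsRNA-Gln (permutation test, p = 0.267) and -0.41 for mt-tsRNA-His (p = 0.371), and reads of 41 to 42 nt were lower in AD as well, with WT over AD ratios of 1.73 (exact permutation test, p = 0.0157) and 2.38 (p = 0.00824). For these families this is consistent with a contribution of the reads of 43 to 45 nt, which the traditional-seq libraries lack. For mt-tsRNA-Leu most of the difference was left, with -0.55 over 15 to 40 nt (permutation test, p = 0.138) and -0.52 over 15 to 42 nt (p = 0.157), though neither this nor the whole difference was past the threshold. That the enzyme treatments of PANDORA-seq reveal fragments that change in AD stays open as well, since the protocols differ in both respects, and a remaining difference is not excluded by a test of this size.

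Sequences that were not assigned to the tsRNA or rsRNA classes here were also lower in AD. Among 12855 other small non-coding RNA sequences tested in PANDORA-seq, 655 were called lower and 19 higher, and 583 of the lower ones were 43 to 45 nt long. In a fit of all sequences, 1989 of 133811 sequences without a match were called lower and 42 higher. Of the unmatched sequences called lower, 1953 (98.2%) were 43 to 45 nt long, against 9.11% of those tested. This is in line with a difference between the genotypes' libraries in the upper length of the RNA they hold. The origin of the unmatched reads is not known here, and they may include rsRNAs and tsRNAs that the reference lacks. A loss of long fragments of many RNAs in the AD mice stays open.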

How the results depend on the processing

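The fits of 15 to 40 nt, of 43 to 45 nt, of exact matches and of all sequences, the scaling at each length, the 44-nt rsRNAs relative to all 44-nt reads, the families over 15 to 40 nt and the pairs of libraries by file-name code were chosen after seeing the data, and the other alternatives before the data were examined.

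Lower calls outnumbered higher ones among mitochondrial tsRNAs and among mitochondrial rsRNAs in every fit listed here. Of the 1640 sequences called lower, the likelihood ratio test and DESeq2 each called all 1640 again, the loose filter 1583, the stricter filter 1322, library size alone 1533, the replicate block 1541, the scaling at each length 431, the fit of 43 to 45 nt 740 and the fit of 15 to 40 nt 10. The total of calls was between 1380 and 2226 with each library left out in turn.

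The likelihood ratio test gave 4 mitochondrial tsRNAs higher, 22 mitochondrial rsRNAs higher, 2 genomic tsRNAs lower and 3 higher, and 120 genomic rsRNAs higher. DESeq2 gave 3, 29, 2, 5 and 167 for the same counts. The loose filter called 7611 sequences, with 2203 mitochondrial tsRNAs lower and 93 higher, 1381 mitochondrial rsRNAs lower and 178 higher, 27 genomic tsRNAs lower and 13 higher, and 2523 genomic rsRNAs lower and 1193 higher. With the likelihood ratio test as well, it called 9280, with 2585 and 123, 1617 and 298, 30 and 20, and 3119 and 1488 in the same order, and 1 sequence in traditional-seq. The stricter filter gave 1 mitochondrial tsRNA higher, 5 mitochondrial rsRNAs higher, 0 genomic tsRNAs lower and 1 higher, and 52 genomic rsRNAs higher. These filters change how many sequences are tested; the cause of the other changes was not tested. Library size alone gave 0 mitochondrial rsRNAs and 16 genomic rsRNAs higher. The replicate block gave 0 mitochondrial rsRNAs higher, 4 genomic tsRNAs higher and 12 genomic rsRNAs higher.

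Exact matches alone gave 852 calls, with 159 mitochondrial tsRNAs lower, 1 mitochondrial rsRNA higher, and 445 genomic rsRNAs lower and 14 higher, with fewer sequences tested. The fit of 15 to 40 nt gave 11 calls, with 6 mitochondrial tsRNAs and 2 mitochondrial rsRNAs lower and 0 higher, 0 genomic tsRNAs lower, and 3 genomic rsRNAs lower and 0 higher. Its odds ratio for rsRNAs was 5.01 (Fisher's exact test, p = 0.108). Scaling at each length gave 860 calls, with 168 mitochondrial tsRNAs lower, 71 mitochondrial rsRNAs lower and 7 higher, 9 genomic tsRNAs higher, and 196 genomic rsRNAs lower and 408 higher, and the odds ratio for rsRNAs was reversed at 0.879 (exact test, p = 0.323). The fit of 43 to 45 nt gave 161 mitochondrial tsRNAs lower and 16 higher, 119 mitochondrial rsRNAs lower and 66 higher, 0 genomic tsRNAs lower and 73 higher, and 469 genomic rsRNAs lower and 817 higher. Its odds ratios were reversed, at 0.767 for tsRNAs (exact test, p = 0.300) and 0.682 for rsRNAs (p = 0.0005), and its median log2 fold changes moved to -1.44 for mitochondrial tsRNAs, 1.95 for genomic tsRNAs and 0.50 for genomic rsRNAs. TMM within this range sets the typical long sequence near 0, so these values are relative to the other long sequences. The fit of all sequences gave 981 calls, with 233 mitochondrial tsRNAs lower, 188 mitochondrial rsRNAs lower and 0 higher, 0 genomic tsRNAs lower, and 554 genomic rsRNAs lower and 6 higher, with more sequences to adjust over. The odds ratio for tsRNAs had no finite value in the fits of 15 to 40 nt and of all sequences and without WT replicate 2, 5 or 8, where 0 genomic tsRNAs were called. In the fit of 15 to 40 nt the difference was not past the threshold (Fisher's exact test, p = 0.608). In the other alternatives, apart from the fit of 43 to 45 nt and the fits that left out a library, it was above 1 and past the threshold, from 4.62 to 107.

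With each library left out in turn, small counts moved by more than 1.5 times. Mitochondrial tsRNAs higher ran from 0 to 3 (without WT replicate 3), mitochondrial rsRNAs higher from 0 to 15 (without AD replicate 6), genomic tsRNAs lower from 0 to 4 (without WT replicate 6), genomic tsRNAs higher from 0 to 3 (without WT replicate 4 or AD replicate 5), and genomic rsRNAs higher from 9 (without WT replicate 4, 5 or 6) to about 1.2e+02 (without WT replicate 3).

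The share of matched tsRNAs was reversed over matched reads, with PANDORA-seq higher by 4.79 percentage points (permutation test, p = 0.0113), because far fewer PANDORA-seq reads match. Shares of miRNA and matched rsRNA kept their direction under all 4 alternatives, and with libraries of the same file-name code as pairs all 3 shares stayed past the threshold. The 44-nt rsRNA difference kept its direction and its side of the threshold under 4 of 5 alternatives, and relative to all 44-nt reads its log2 ratio was -0.10 (exact permutation test, p = 0.706).

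For the named families, reads of 15 to 40 nt gave log2 ratios of AD to WT of 0.050 for mt-tsRNA-Gln, which is reversed for the ratio of mean RPM but not for the mean of log2 values or relative to reads of these lengths, -0.32 for mt-tsRNA-His, -0.46 for mt-tsRNA-Leu and -0.041 for the 16S region, with adjusted p-values from 0.135 to 0.926. Relative to all reads of 15 to 40 nt, the log2 ratios were -0.15, -0.52 and -0.25 for mt-tsRNA-Gln, mt-tsRNA-His and the 16S region, none past the threshold, while mt-tsRNA-Leu stayed past it. These ranges leave out the reads of 43 to 45 nt, where the difference was largest. The 16S region was also not past the threshold with TMM (-0.77, adjusted p = 0.0527) and with any overlap with the region (-0.94, adjusted p = 0.0580), and with the replicate number as a block (-0.96, adjusted p = 0.0781); the cause was not tested. It ran from -1.38 to -0.73 with each library left out in turn. The other 3 families stayed past the threshold in each of these 16 comparisons. In the fit of families, the replicate block and the reads of 15 to 40 nt each gave 0 families past the threshold in place of 1. With the replicate block the smallest adjusted p was 0.0589.

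All lengths and all reads of 15 to 45 nt gave no values of their own, since no read is shorter or longer. Alternatives for piRNA length were not run. The traditional-seq libraries held a median of 11859817 reads in WT mice against 86982720 in PANDORA-seq. The effect of depth was not tested by drawing fewer PANDORA-seq reads, and changes smaller than 16-fold were not simulated.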

Differences from the paper's values

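The alternatives called prior here were set before the data were examined.

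The paper gives its PANDORA-seq shares over the total of sncRNA reads, while the main values here are over all reads, matched or not. The denominators may therefore differ, and the shares over matched reads may be closer in kind. The paper gives tsRNAs as 26.7% in PANDORA-seq, and the value here is 2.61%, from a reference with 10 of 408 nuclear tRNA genes. Neither prior alternative comes within 1.5 times the paper's value, with 14.2% over matched reads and 2.66% with reads pooled over libraries. For traditional-seq the paper's tsRNA share is about 13% in Fig. 2, read by eye, against 6.75% here. Over matched reads it is 9.43%, lower than the paper's value but within 1.5 times of it. With pooled reads it is 6.65%, which is not. The paper's rsRNA share in PANDORA-seq is 35.6% and the value here 8.40%, without the nuclear large-subunit rRNAs in the reference. Over matched reads it is 44.3%, which is within 1.5 times the paper's value, and with pooled reads 8.46%, which is not. In traditional-seq the paper's rsRNA share is about 6.2% in Fig. 2, read by eye, against 1.75% here, and both prior alternatives differ from it too (2.59% over matched reads and 1.76% with pooled reads).

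The paper counts 187 mitochondrial tsRNAs lower in AD, and 352 were called here. Of the 25 prior alternatives, only the stricter filter, with 261, comes within 1.5 times the paper's count. The fit of 43 to 45 nt with 161, the scaling at each length with 168, exact matches with 159 and the fit of all sequences with 233 also do, and were chosen after seeing the values. The paper counts 111 mitochondrial rsRNAs lower, and 299 were called here. None of the 25 prior alternatives comes within 1.5 times the paper's count, with 239 to 1617, while the fit of 43 to 45 nt with 119, chosen after seeing the values, does.

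For genomic tsRNAs the paper counts 43 lower and 16 higher, and 1 lower and 0 higher were called here. Among prior alternatives, the likelihood ratio test with the loose filter reaches the lower count with 30, and this setting with 20 and the loose filter alone with 13 reach the higher count, and the others do not. For genomic rsRNAs the paper counts 2518 lower and 84 higher, and 988 lower and 27 higher were called here. The lower count is reached with the loose filter (2523) and with this filter and the likelihood ratio test (3119) and in no other prior alternative. The higher count is reached with the likelihood ratio test (120) and without WT replicate 3 (about 1.2e+02), AD replicate 5 (102) or AD replicate 6 (62), and in no other prior alternative. These genomic counts come from the part of the genomic RNAs that the reference holds.

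The paper's odds ratio for tsRNAs is 18.176, and the value here is 103.7. Of the 22 prior alternatives with a finite value, 7 come within 1.5 times the paper's: the likelihood ratio test (24.0), DESeq2 (17.7), the loose filter (14.1), this filter with the likelihood ratio test (13.5), the replicate block (21.3), and the fits without WT replicate 4 (26.4) and without WT replicate 6 (23.8). Exact matches gave 27.9, which is not within that range.

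The paper states that every mitochondrial tsRNA and rsRNA it calls is downregulated, and here 2 mitochondrial rsRNAs were called higher in AD. This count was 0 with library size alone and with the replicate block. The likelihood ratio test, which the paper's methods name, called 22 mitochondrial rsRNAs and 4 mitochondrial tsRNAs higher. DESeq2 called 29 and 3, and the loose filter 178 and 93. The paper places the mitochondrial peaks of the log2 fold changes farther from 0 than the genomic ones. Here the peak of mitochondrial tsRNAs lay at -0.07 and that of genomic tsRNAs at 0.10, so the paper's order was not seen for tsRNAs. Both peaks lie within the spread between AD libraries, with SDs of the class median of 0.60 and 0.52. The genomic peak covers only 10 nuclear tRNA genes, so these values do not settle the order. The paper describes 3 mitochondrial tsRNA families and the 16S family as significantly reduced. In the fit of all families here, 1 of the 3 tsRNA families, mt-tsRNA-His, passed the thresholds. That fit summed the reads of the whole 16S rRNA, so it did not test the 16S region that the paper names. By their RPM, the 3 tsRNA families and that region were lower in AD.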

Other observations

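Of the tests given here, these were chosen after the results were seen: the fit of 15 to 40 nt, the scaling at each length, the fit of 43 to 45 nt and the odds ratios at these lengths, the comparison of 44-nt rsRNAs with other 44-nt reads, the relation without the most abundant 44-nt sequence, those of library size and of mismatches, the splits of the traditional-seq families, and the separate treatment of mt-tsRNA-Leu, which had first been tested as 1 pattern with the other 3 families.

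Lower calls in AD were concentrated among long sequences. In PANDORA-seq 1549 of the 1640 tsRNAs and rsRNAs called lower (94.5%) were 43 to 45 nt long, against 11.7% of the 29995 sequences tested in these classes. The WT over AD ratio of reads of 43 to 45 nt was 9.42 for mitochondrial tsRNAs, 3.83 for mitochondrial rsRNAs, 2.61 for genomic rsRNAs, 3.81 for other small non-coding RNAs, 3.23 for miRNA hairpins and 3.16 for unmatched reads. For the 10 nuclear tRNA genes it was 1.15, with a wide spread (exact permutation test, p = 0.751).

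A candidate explanation is a difference between the genotypes' libraries in the upper length of the RNA they hold, as an excision from a gel at slightly different positions could give. In a fit of sequences of 15 to 40 nt, 11 sequences of the 4 classes were called, all of them lower in AD. The 44-nt reads of miRNA hairpins and other small non-coding RNAs together had a WT over AD ratio of 4.40, and 44-nt rsRNAs one of 3.83. For unmatched 44-nt reads it was 3.72, or 2.70 without their most abundant sequence, which may be an rsRNA that the reference lacks. Over reads of 15 to 40 nt the largest ratio among mt-tsRNA-Gln, mt-tsRNA-His and the 16S region was 1.25. Within the 8 AD libraries, the part of mitochondrial tRNA reads that were 43 to 45 nt long rose with that of unmatched reads (Pearson's r = 0.893, exact permutation p = 0.000645, adjusted p = 0.00129 over 4 relations; Spearman's rho = 0.952, adjusted p = 0.00456). Without the 2 libraries farthest from the median, r was 0.766, and without the most abundant unmatched 44-nt sequence it was 0.896. For mitochondrial rRNA reads r was 0.970 in AD (rho = 0.905), and in WT it was 0.725 (rho = 0.690). In the WT libraries the relation for mitochondrial tRNA reads was not past the threshold (r = 0.0428, rho = 0.238, exact permutation p = 0.934). There r was 0.598 without the 2 farthest libraries and 0.230 without the most abundant sequence, so the WT libraries leave the relation open. The difference in length follows the genotype, so a loss of long fragments in the brains of the AD mice stays open, and the 2 were not separated here.

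Length common to all RNAs does not account for the whole pattern. With each library scaled at each length by all its reads of that length, 168 mitochondrial tsRNAs and 71 mitochondrial rsRNAs were still called lower, while 408 genomic rsRNAs were called higher. For mt-tsRNA-Leu, the log2 ratio of AD to WT over reads of 15 to 40 nt, relative to all reads of these lengths, was -0.66 (adjusted p = 0.0155), and that of mt-tsRNA-His was -0.52 (adjusted p = 0.415). Among sequences of 43 to 45 nt, with the calls made over all lengths, the odds ratio of calls for mitochondrial against genomic tsRNAs had a lower 95% bound of 136, so longer sequences among the mitochondrial ones do not explain the enrichment. For rsRNAs the odds ratio at these lengths was 2.62, with a lower bound of 2.13. In a separate fit of these lengths the odds ratios over both directions were 0.767 and 0.682, and 73 genomic tsRNAs and 817 genomic rsRNAs were then called higher. These tables argue for a stronger change of long mitochondrial tsRNAs than of other long RNAs, relative to each other, and leave its cause open.

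The values argue against 3 other technical explanations, though against mismatches only as the sole one. The totals of reads did not differ between the genotypes (exact permutation test, p = 0.477). Among exact matches 3.95% of sequences were called lower, against 9.26% of those with 1 mismatch. The calls are therefore not confined to mismatched sequences, but these were called more often, and a contribution from them is not excluded. Without the 100 most abundant sequences, the share of reads of 43 to 45 nt was still 2.67 times as high in WT as in AD (14.1% ± 1.97 and 5.29% ± 2.07, exact permutation test, p = 0.0001554), so it does not rest on a few abundant RNAs.

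Of 100 splits of the 16 PANDORA-seq libraries into 8 and 8, 2 gave at least 1669 calls, the real one included, so chance can be excluded at 0.05. The other gave 2032 calls and set WT replicates 1, 2, 4, 5, 6 and 7 with AD replicates 5 and 8, a side with 13.2% of reads at 43 to 45 nt against 7.22% on the other. The next highest gave 335 calls, with 13.1% against 7.33%, and the median was 0. Splits with a larger difference in this share gave 0 calls, with 14.6% against 5.85%, 14.4% against 6.01%, 14.0% against 6.41% and 13.7% against 6.76%. The difference in this share alone therefore does not set the number of calls of a split. For families past the threshold in PANDORA-seq, 2 of 100 splits gave at least 1, so chance can be excluded there too. For sequences and for families in traditional-seq the count was 0, so each of the 100 splits gives at least as many (100 of 100) and the splits say nothing about chance there.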
